A study of Homo sapiens with 6 samples.

How the data were processed

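RNA-seq libraries were compared from MDA-MB-231, a human triple-negative breast cancer cell line. Cells had been stained with PKH26, a red fluorescent dye that stays in the membrane and is diluted at each division. Per the labels' protocols, the stained cells were grown for 12 days and sorted by fluorescence. The brightest 1% were taken as slow-cycling cells (SCC), and cells of moderate brightness as rapid-cycling cells (RCC). The sample characteristics name the RCC fraction as low in dye, whereas the protocol text names it as moderate. There were 3 biological replicates in each of the 2 groups, 6 libraries in all. Per the labels' protocols, total RNA was extracted with TRIzol and libraries were made with an NEBNext Ultra kit for Illumina.

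The deposited values were whole-number counts per gene and FPKM values per gene, each with a column of gene length. The aligner, the counting tool, the genome build, read filters and the use of strand were not stated in the labels or the file headers. All 58735 rows had the gene ID and position of GENCODE release 29 on GRCh38, so coordinates are given on that build. Row names of 27 genes had been turned into dates and were restored from the annotation by gene ID. Each deposited FPKM value equalled the count divided by the gene length and by 1 constant per library, and that constant was 0.984 to 1.02 times the library's summed count. The constant's origin was not stated. Every row named a gene, and no column of another sample was present. Because the use of strand was not stated, values of genes that overlap another gene are uncertain, as are those of genes with near-identical copies.

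Summed counts per library were 27831824, 19498054 and 21166766 for SCC replicates 1 to 3, and 22746267, 20962062 and 17655855 for RCC replicates 1 to 3. For single-library shares of counts, 95% Wilson intervals were computed. These intervals cover counting error only, because the libraries carry no molecular identifiers. No pair of libraries of the same group agreed within sampling noise: the chi-square per degree of freedom of their counts ranged from 3.28 to 28.5, so each library was counted as 1 replicate.

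Genes were tested with edgeR 4.0.16 in R 4.3.3. Counts as deposited were filtered with filterByExpr by group at a minimum count of 10, scaled by TMM (trimmed mean of M values), and fitted with glmQLFit on group alone. The two-sided quasi-likelihood F test was adjusted over all tested genes by Benjamini-Hochberg, and an adjusted p under 0.05 was called. Log2 fold changes are fitted values of SCC over RCC, and standard errors are the fold change divided by the square root of F. Levels are given as CPM, the count scaled to a common library size, with TMM-scaled library totals. Means are given with the SD over 3 libraries. Single values were compared by a two-sided exact permutation test, whose smallest possible p with 3 against 3 libraries is 0.1.

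The groups, tests, alternatives and 12 gene lists were fixed before the data were examined. Lists were tested with camera at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 12 lists. They comprised S-phase, G2/M, AP-1 family, AP-1 target, other immediate early, NF-kB target, interferon-stimulated, cholesterol synthesis, hypoxia, dormancy-associated, unfolded protein response and lysosome genes. Together they held 306 genes, of which 4 were in more than 1 list. The rule for naming genes took the 6 highest and 6 lowest log2 fold changes among called genes. Such a gene needed a mean of at least 5 CPM in the higher group and groups that did not overlap. To these were added MKI67, CCNB1, CDKN1A, CDKN1B, CDKN1C, the JUN and FOS genes and ATF3 whatever their result, and the member with the smallest p of each list past its threshold. Any other gene named was chosen after its values were seen.

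Alternatives covered the test (DESeq2 1.42.0), the scaling (RLE and upper quartile), filters, and thinning to the smallest library. Others were an offset for gene length, a fold threshold in the test (glmTreat), the replicate number as a block, and each library left out in turn. The FPKM values were tested with limma 3.58.1 with trend on log2(FPKM + 1) and log2(FPKM + 0.1) for genes at FPKM of at least 1 in 3 libraries, and on log2(FPKM + 1) without that filter. The lists were also tested with fry and with an estimated inter-gene correlation. An offset for the GC content of each gene (a lowess curve per library with span 0.3), alone and with the block, was added after seeing the data. GC content was computed from the GENCODE annotation and genome for 58676 genes, including 15874 of the tested ones. Also added then were a mitochondrial share from protein-coding genes only, that share without each library, and correlations under a stricter filter. Lists of heat shock, FOXO target, aryl hydrocarbon receptor target and leukocyte genes were written after the main results had been seen and before the values of their members were looked at.

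The gene and list tests were first tested on simulated data. Counts were drawn from the real means, library sizes and dispersions, with 200 genes changed by a log2 fold change of 1 or -1, and 15604 genes passed the filter. Of the 200 changed genes, 99.5% were called, and 6.1% of calls were false. With nothing changed, 0 of 15619 genes and 0 of the 12 lists were called. Each gene was drawn independently, so this simulation could not show how the list test behaves when genes are correlated. With a GC trend added to 1 library (15593 genes), 97% of the changed genes were called, and 99.5% with the GC offset.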

Results

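Gene expression was measured by RNA-seq in MDA-MB-231 cells sorted by retention of the membrane dye PKH26 after 12 days of growth. Cells that divide slowly keep more dye. The series asks how gene expression in these slow-cycling cells (SCC, called dormant in the labels) differs from that in rapid-cycling cells (RCC), and its title names the AP-1 transcription factors as a regulator. Each group had 3 libraries. Summed counts ranged from 19498054 to 27831824 in SCC and from 17655855 to 22746267 in RCC. The deepest library was SCC replicate 1 and the shallowest RCC replicate 3.

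Libraries were highly similar across the 15881 tested genes. The median Pearson r of log2 CPM, computed across genes that are not independent replicates, was 0.990 within SCC, 0.990 within RCC and 0.986 between groups. SCC replicate 1 was the most distant library of its group. Its counts gave a chi-square per degree of freedom of 28.5 against SCC replicate 2 and 21.5 against SCC replicate 3, whereas SCC replicates 2 and 3 gave 3.28. Its deviation from the other libraries followed GC content. In the decile of genes with the lowest GC content (median 36.8%), the median log2 deviation of SCC replicate 1 from the mean of the 6 libraries was -0.24, and in the decile with the highest (median 63.9%) it was 0.40. The other 5 libraries lay between -0.16 and 0.10 in these deciles, and their deviations are partly the mirror image of SCC replicate 1, which enters the mean.

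**Figure D1:**
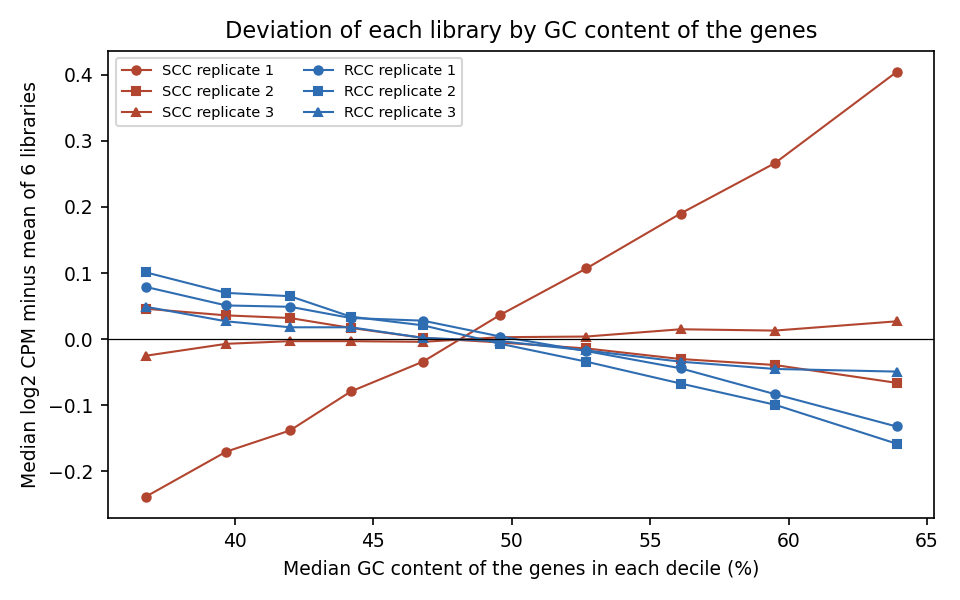
Median deviation of each library's log2 CPM from the mean of the 6 libraries (vertical axis) against the median GC content in percent of each decile of the tested genes (horizontal axis), with 1 line per library. SCC replicate 1 rises from -0.24 to 0.40 across the deciles, and the other 5 libraries stay between -0.16 and 0.10.

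Mitochondrial genes took 4.56% ± 0.17 (SD, n = 3) of counts in SCC and 3.89% ± 0.11 (SD, n = 3) in RCC. The libraries of the groups did not overlap: the lowest SCC share was 4.45% (95% Wilson interval 4.44 to 4.46) and the highest RCC share 3.96% (3.95 to 3.96). The exact permutation p was 0.1, the smallest that 3 against 3 libraries allow. The difference of 0.67 percentage points was 0.62 with protein-coding mitochondrial genes only, an alternative chosen after seeing the data.

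The comparison of SCC with RCC called 328 of the 15881 genes by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Of these, 268 were higher and 60 lower in SCC. At least 2-fold differences were found for 101 of the higher and 13 of the lower genes. At an unadjusted p under 0.05 there were 3127 genes. In all 328 called genes the groups did not overlap, which was the case for 27.8% of all tested genes against 10% by chance. The median log2 fold change of all tested genes was 0.00. Protein-coding genes made up 94.4% of the higher and 53.3% of the lower calls.

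These counts depended on single libraries, the filter and the unit. Without SCC replicate 1, 642 genes were higher and 343 lower, and without SCC replicate 2, 585 and 261. Without SCC replicate 3 there were 179 higher and 19 lower genes. Without RCC replicate 1, 99 were higher and 8 lower, without RCC replicate 2, 99 and 14, and without RCC replicate 3, 103 and 11. Testing every gene with at least 1 count gave 995 higher and 315 lower genes, and limma on log2(FPKM + 1) without a filter gave 48 higher genes and 1 lower gene. An offset for GC content, chosen after seeing the data, gave 549 higher and 176 lower genes and kept 309 of the 328 calls, all in the same direction.

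**Figure D2:**
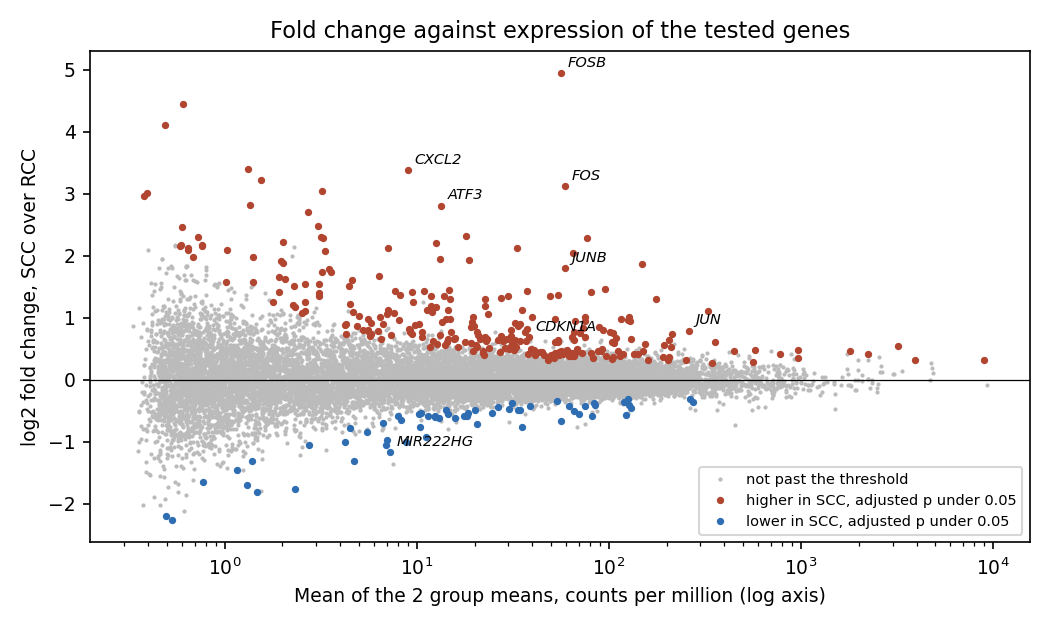
Fitted log2 fold change of SCC over RCC (vertical axis) against the mean of the 2 group means in CPM on a log axis (horizontal axis), with 1 point per tested gene. The 268 genes called higher are red and the 60 called lower are blue; FOSB has the highest labelled fold change at 4.95.

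By the naming rule, the gene with the highest fold change was FOSB (ENSG00000125740, chromosome 19, 45467995 to 45475179), at 110 ± 21.7 CPM in SCC and 3.55 ± 0.26 in RCC (SD, n = 3). Its log2 fold change was 4.95 with a standard error of 0.16 and an adjusted p of 4.1e-08. The gene lies within ERCC1 on the opposite strand, so counting without strand could mix the 2 genes. CXCL2 (ENSG00000081041, chromosome 4, 74097035 to 74099293), a chemokine gene, was at 16.5 ± 0.57 CPM in SCC and 1.55 ± 0.37 in RCC (SD, n = 3). FOS (ENSG00000170345, chromosome 14, 75278774 to 75282230) was at 106 ± 10.4 CPM against 12.2 ± 0.28, and ATF3 (ENSG00000162772, chromosome 1, 212565334 to 212620777) at 23.6 ± 1.70 against 3.32 ± 0.73. Log2 fold changes were 3.38 for CXCL2, 3.12 for FOS and 2.81 for ATF3, with adjusted p of 1.5e-06, 4.1e-08 and 2.3e-06.

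The other highest genes were noncoding and uncertain. AC092053.3 (ENSG00000284669, chromosome 3, 39148281 to 39172952), an antisense transcript, had a log2 fold change of 3.04 and an adjusted p of 3.0e-04. It overlaps CSRNP1 on the opposite strand from 39148281 to 39154562. With log2(FPKM + 1) and no filter its adjusted p was 0.112. CSRNP1, chosen after its values were seen, was itself higher, at 128 ± 15.03 CPM in SCC and 26.2 ± 0.71 in RCC (SD, n = 3). RNU5A-1 (ENSG00000199568, chromosome 15, 65296051 to 65296166) is a U5 small nuclear RNA with near-identical copies, lies within PARP16, and had a log2 fold change of 2.49 (adjusted p 2.4e-04).

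The 6 lowest genes by the rule were all noncoding, with log2 fold changes from -1.31 to -0.96. AC083843.2 (ENSG00000259820, chromosome 8, 134792020 to 134798272) was at 2.70 ± 0.30 CPM in SCC and 6.70 ± 0.26 in RCC (SD, n = 3), with an adjusted p of 0.0014. It lost the threshold in 3 of 20 alternatives, with an adjusted p of up to 0.256, but kept it in each fit without one library. MIR222HG (ENSG00000270069, chromosome X, 45745211 to 45770274), the host gene of the microRNAs MIR221 and MIR222, was at 4.51 ± 0.67 against 10.0 ± 0.74 CPM and had a log2 fold change of -1.16. MIR503HG (ENSG00000223749, chromosome X, 134543337 to 134546632) had a log2 fold change of -1.0. The remaining genes overlap others and are uncertain: SNORA73B within SNHG3 and RCC1 (-1.06), LINC00624 over CHD1L (-0.999) and RUSC1-AS1 over FDPS and RUSC1 (-0.96). LINC00624 was no longer called without SCC replicate 3 (adjusted p 0.102) or without RCC replicates 1, 2 or 3 (0.155, 0.143 and 0.126). SNORA73B was not called without RCC replicate 1 (0.0710) or 3 (0.0703), nor RUSC1-AS1 without RCC replicate 1 (0.0695).

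The AP-1 factors named in the series title are dimers of JUN, FOS and related proteins. JUNB (ENSG00000171223, chromosome 19, 12791496 to 12793315), which overlaps HOOK2 on the opposite strand, was at 92.1 ± 18.7 CPM in SCC and 26.5 ± 3.27 in RCC (SD, n = 3). Its log2 fold change was 1.80 with a standard error of 0.14 (adjusted p 5.5e-05). JUN (ENSG00000177606, chromosome 1, 58780788 to 58784327) was at 331 ± 47.1 against 191 ± 8.56 CPM, a log2 fold change of 0.80 (adjusted p 0.0011). JUND (ENSG00000130522, chromosome 19, 18279760 to 18281622) was at 71.1 ± 29.4 against 27.8 ± 1.92 CPM, a log2 fold change of 1.36 (adjusted p 0.011). The JUND values were 105 CPM in SCC replicate 1 and 50.5 and 58.05 in the other two. JUND has a GC content of 69.7%, and with the GC offset its log2 fold change was 0.98. It was not called without RCC replicate 1 (adjusted p 0.089), 2 (0.064) or 3 (0.070). With these fits included, JUND lost the threshold in 6 of 20 alternatives, with an adjusted p of up to 0.291. FOSL1 (ENSG00000175592, chromosome 11, 65892049 to 65900573) and FOSL2 (ENSG00000075426, chromosome 2, 28392448 to 28417312) were not called, with adjusted p of 0.250 and 0.625. FOSL1 was at 360 ± 70.2 CPM in SCC and 302 ± 14.7 in RCC, and FOSL2 at 251 ± 42.4 and 268 ± 0.83 (SD, n = 3). When every gene with at least 1 count was tested, FOSL1 was called higher (log2 fold change 0.26, adjusted p 0.032). Its log2 fold change was only 0.08 without SCC replicate 1 (adjusted p 0.356) and 0.09 with the GC offset (0.421). Without SCC replicate 1, FOSL2 was called lower (log2 fold change -0.23, adjusted p 0.0028).

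**Figure D3:**
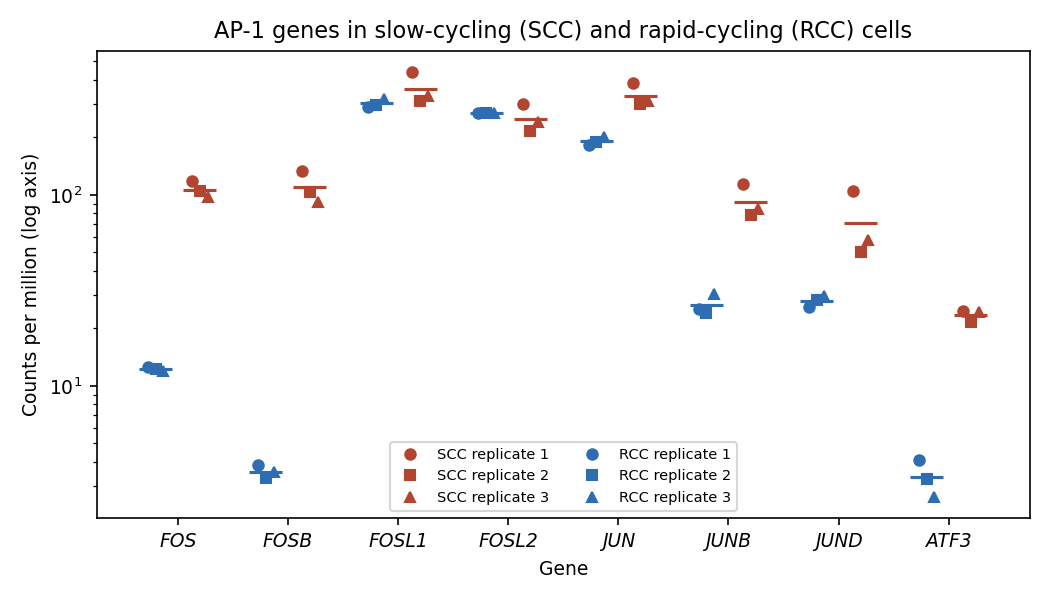
CPM on a log axis of 8 AP-1 genes, with 1 point per library, red for SCC and blue for RCC, the shape giving the replicate and the line the group mean. FOS, FOSB, JUN, JUNB, JUND and ATF3 show no overlap between groups, while FOSL1 and FOSL2 overlap.

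Genes tied to proliferation and to arrest were fixed in advance as markers of the sort. MKI67 (ENSG00000148773, chromosome 10, 128096659 to 128126385) was at 536 ± 53.5 CPM in SCC and 494 ± 8.44 in RCC (SD, n = 3), and its log2 fold change of 0.12 was not past the threshold (adjusted p 0.401). CCNB1 (ENSG00000134057, chromosome 5, 69167010 to 69178245) was at 202 ± 13.8 against 218 ± 5.55 CPM, also not past it (log2 fold change -0.11, adjusted p 0.388). Without SCC replicate 1 the log2 fold changes were smaller, at 0.03 for MKI67 and -0.06 for CCNB1, and neither gene was called. The kinase inhibitor gene CDKN1A (ENSG00000124762, chromosome 6, 36676460 to 36687339) was higher in SCC, at 47.6 ± 1.13 against 29.6 ± 1.04 CPM (log2 fold change 0.69, standard error 0.077, adjusted p 7.5e-04). CDKN1B and CDKN1C did not differ (log2 fold changes -0.04 and 0.19, adjusted p 0.827 and 0.628). The sign for CDKN1B changed without RCC replicate 2 (0.02), and that for CDKN1C without SCC replicate 1 (-0.02) and with the GC offset (-0.05).

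Among the 12 lists, 9 were higher in SCC by camera with Benjamini-Hochberg adjustment. The AP-1 family list had a median log2 fold change of 0.42 over 17 tested genes and an adjusted p of 6.9e-44. Of these genes, 7 were called higher over all genes tested and 9 when adjusted over the list alone, and 0 were called lower. At an unadjusted p under 0.05 also 0 were lower. Under the alternatives its adjusted p ranged from 1.2e-76 to 0.016, the highest with an estimated correlation. The other immediate early genes had a median of 0.91 over 18 genes (adjusted p 3.7e-41), with 11 called higher, 15 adjusted over the list alone. HES1 had the smallest p in this list, at 105 ± 14.3 CPM in SCC and 25.6 ± 2.44 in RCC (SD, n = 3). NF-kB targets had a median of 0.88 over 17 genes (adjusted p 6.0e-37), with 8 called higher, 11 adjusted over the list alone.

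The remaining higher lists had smaller shifts. AP-1 targets had a median log2 fold change of 0.18 over 20 genes (adjusted p 8.7e-09), which was 0.11 without RCC replicate 1. They included 4 genes called higher, 9 adjusted over the list alone, DUSP1 having the smallest p (log2 fold change 0.97). All 4 were also members of another list: DUSP1 of other immediate early genes, CXCL8 and IL6 of NF-kB targets, and VEGFA of hypoxia genes. Hypoxia genes had a median of 0.23 (adjusted p 2.3e-08), with 5 called, 6 adjusted over the list alone, led by ADM (1.35). Unfolded protein response genes had a median of 0.23 (adjusted p 8.0e-08), with 6 called, 9 adjusted over the list alone, led by HSPA5 (0.48). Lysosome genes had a median of 0.20 (adjusted p 4.4e-05), or 0.13 with the GC offset (5.1e-05), with 2 called, 9 adjusted over the list alone, led by PSAP (0.36). Dormancy-associated genes had a median of 0.19 (adjusted p 1.4e-04), with 2 called, 2 adjusted over the list alone, led by TXNIP (0.85). Interferon-stimulated genes had a median of 0.28 (adjusted p 1.6e-04), with 1 called, 7 adjusted over the list alone, that gene being OASL (0.63). OASL was not called without SCC replicate 3 (adjusted p 0.119), RCC replicate 1 (0.209) or RCC replicate 3 (0.188). PSAP was not called without SCC replicate 3 (0.068) or RCC replicate 1, 2 or 3 (0.098, 0.074 and 0.098).

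S-phase genes were lower in SCC by camera, with a median log2 fold change of -0.09 over 42 genes (adjusted p 2.7e-04). With the GC offset the median was -0.035 (adjusted p 0.016). Without that offset 1 gene, CDCA7, was called lower (log2 fold change -0.41), and 2 were lower when adjusted over the list alone. CDCA7 was not called without SCC replicate 3 (adjusted p 0.056) or RCC replicates 1, 2 or 3 (0.144, 0.126 and 0.062). Cholesterol synthesis genes had a median of -0.07 over 22 genes (adjusted p 0.039), which was -0.05 without RCC replicate 2. In that list 0 genes were called over all genes tested, 1 was lower when adjusted over the list alone, and 5 were lower and 2 higher at an unadjusted p under 0.05. HMGCS1 had the smallest p (log2 fold change -0.35, adjusted p 0.059). It was called lower in 8 of 20 alternatives, among them the fits without SCC replicate 1 (0.0031) and without SCC replicate 2 (0.039). The list was not past the threshold without SCC replicate 2 or 3 (adjusted p 0.064 and 0.064) or RCC replicate 2 (0.096). G2/M genes did not differ (median 0.00 over 54 genes, adjusted p 0.446). In that list 0 genes were called, also adjusted over the list alone, and 5 were higher and 3 lower at an unadjusted p under 0.05. With the GC offset 1 gene, KIF23, was called higher (log2 fold change 0.23, adjusted p 0.011). The 9 higher lists and cholesterol synthesis held under fry, and S-phase did not (0.069). With an estimated correlation, 8 of the higher lists held, and lysosome (0.083), S-phase (0.323) and cholesterol synthesis (0.099) did not.

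**Figure D4:**
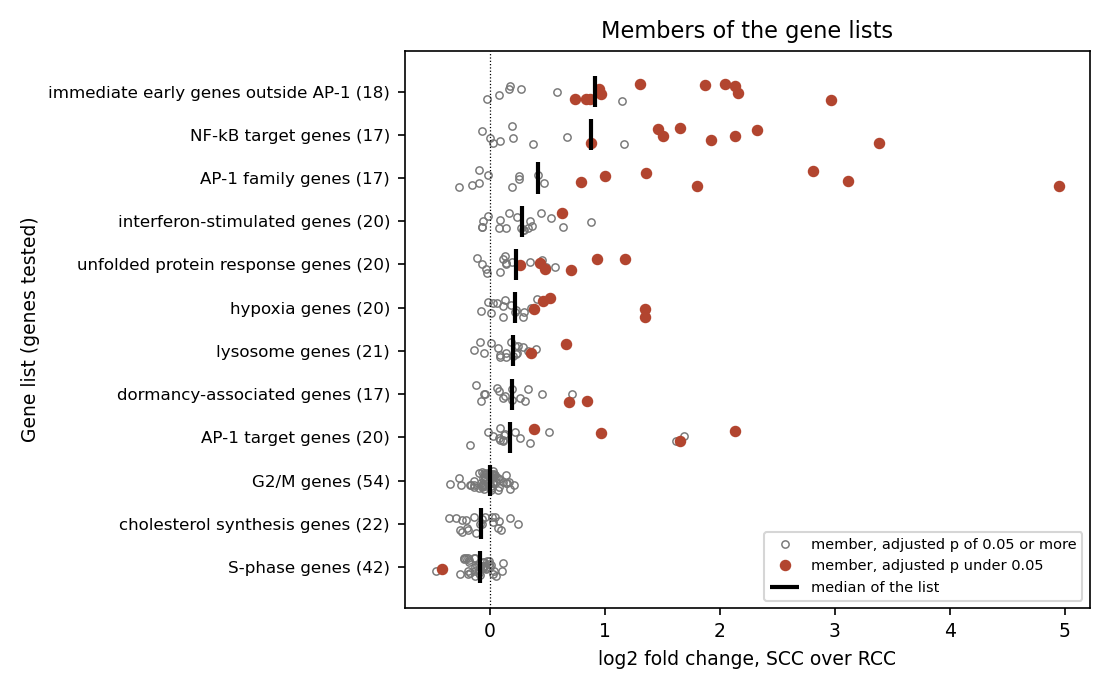
Log2 fold change of SCC over RCC (horizontal axis) of each tested member of the 12 gene lists (vertical axis, with the number of genes tested), with members called over all genes in red and the list median as a black bar. Medians run from -0.09 for S-phase genes to 0.91 for immediate early genes outside AP-1.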

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

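The counts of called genes moved with the processing more than the direction of the genes did. Against 268 higher and 60 lower genes, testing every gene with at least 1 count gave 995 and 315, with 189 and 47 at least 2-fold. DESeq2 gave 120 lower genes, and its higher count stayed within 1.5 times. RLE and upper-quartile scaling, a minimum of 10 counts in every library, thinning to the smallest library and the length offset left the counts within 1.5 times. The share of higher among called genes was 81.8% with RLE and 78.3% with upper-quartile scaling, against 81.7%. A test against a fold change of 1.5 (glmTreat) gave 50 higher genes and 1 lower gene, against 101 and 13 at least 2-fold. The cause of these differences was not tested.

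The FPKM values gave fewer calls. With log2(FPKM + 1), 130 genes were higher and 36 lower, with 39 and 8 at least 2-fold. With log2(FPKM + 0.1), 117 were higher and 34 lower, with 51 at least 2-fold higher. Without a filter on log2(FPKM + 1), 48 genes were higher and 1 lower, with 26 and 0 at least 2-fold. The calls shared with the 328 numbered 140, 130 and 47 in these 3 settings, all in the same direction. The cause was not tested.

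The GC offset, chosen after seeing the data, gave 549 higher and 176 lower genes, with 20 at least 2-fold lower. Replicates that share a number did not deviate together: the correlations of their deviations from the group means were -0.01, 0.03 and -0.08. The numbers were therefore not taken to pair the libraries. With the replicate number as a block, 350 genes were higher and 106 lower, and 315 of the 328 calls were shared. The block with the length offset gave 278 and 79, and the block with the GC offset 587 and 270, a higher share of 68.5%. With the block, 110 higher and 16 lower genes were at least 2-fold, and no list changed its side of the threshold.

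Across the 6 fits that each left out one library, higher genes ranged from 99 (without RCC replicate 1) to 642 (without SCC replicate 1), and lower genes from 8 to 343. At least 2-fold higher genes ranged from 59 (without RCC replicate 1) to 137 (without SCC replicate 2), and at least 2-fold lower genes from 3 to 26. Fewer libraries enter these fits. Even so, the counts fell without SCC replicate 3 or any RCC library and rose without SCC replicate 1 or 2.

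Of the 12 lists, 8 stayed past the threshold in the same direction in each of their 14 alternative settings: AP-1 family, AP-1 targets, other immediate early genes, NF-kB targets, interferon, hypoxia, dormancy and the unfolded protein response. Lysosome genes fell short with an estimated correlation (0.083). S-phase genes fell short under fry (0.069) and an estimated correlation (0.323). Cholesterol synthesis fell short with an estimated correlation (0.099), and its adjusted p ranged from 0.0059 to 0.096 across the fits without one library. G2/M genes were never past the threshold. Their direction turned to higher with the GC offset (0.144), with the block and GC offset (0.141), and without SCC replicate 1 or RCC replicate 2. Across the fits without one library the adjusted p ranged from 0.075 to 0.809. The mitochondrial difference stayed between 0.57 and 0.72 percentage points.

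For the 36 single genes followed, 653 of 713 values under the alternatives kept direction and side of the threshold, 46 lost the threshold, 10 gained it and 4 changed sign. Of those that gained it, 8 were values of HMGCS1, 1 of FOSL1 and 1 of FOSL2. The 36 include TNFAIP3 and SKP2, which were chosen after their values were seen. TNFAIP3 is not described elsewhere in the text. The sign changes concerned genes near 0. CDKN1C was at -0.047 with the GC offset and -0.044 with the block and GC offset, and ranged from -0.023 (without SCC replicate 1) to 0.336 across fits without one library. CDKN1B ranged from -0.105 to 0.023 (without RCC replicate 2) across those fits. Genes of a few CPM, such as the lowest noncoding genes, rest on 46 to 252 counts per library.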

Other observations

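The tests of other splits, of 1 SCC library, of the sum and share of FOS genes and of XIST were chosen after the result was seen. So were those of AC092053.3 and of cancelling G2/M changes, the second leukocyte test and the GC offset. The others were fixed before their values were looked at. Every pattern below was noticed in these 6 libraries and remains a hypothesis.

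The 6 libraries can be split into 3 and 3 in 10 ways. Only 1 of the 10 splits, the real one, gave as many higher genes (268), lower genes (60), or at least 2-fold higher (101) or lower (13) genes on either side. Of the other 9 splits, 8 called 0 genes and 1 split called 1. For AP-1 family, AP-1 target, other immediate early, NF-kB target, hypoxia, dormancy-associated, unfolded protein response and lysosome genes, 1 of the 10 splits gave as small a camera p. For S-phase, interferon-stimulated and cholesterol synthesis genes it was 2 of the 10 splits, and for G2/M genes 9 of the 10 splits. With 10 splits a share under 0.1 cannot be reached, so these counts of splits alone cannot pass 0.05 whatever the data. The sizes differed by more: for AP-1 family genes the smallest p of the other splits was 6.1e-04, against 5.7e-45 for the real one. The smallest p among the other splits for S-phase genes was 1.5e-05, below the 2.2e-04 of the real split. The same held for interferon-stimulated (9.7e-05 against 1.2e-04), cholesterol synthesis (0.022 against 0.036) and G2/M genes (2.6e-08 against 0.446). For other immediate early genes another split reached 1.1e-06, against 6.2e-42 for the real one. Small camera p values thus also arose in splits that mix SCC and RCC libraries. Every such split leaves unequal numbers of SCC libraries on its sides, so it keeps part of any group difference. It also puts SCC and RCC libraries on the same side, which widens the spread there. The mixed splits are therefore not clean nulls, for the lists or for the counts of called genes.

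Higher AP-1 family genes in SCC were weighed against 3 technical explanations. A GC trend between libraries was argued against by the list's adjusted p of 5.6e-67 with the GC offset. A single SCC library was argued against by an adjusted p of at most 8.2e-41 without any 1 of them. Stress from detaching and sorting cells also induces immediate early genes, and a gate on the top 1% may take longer to fill than one at moderate brightness. Heat shock genes, 15 in number, were not higher as a list (camera p 0.789, median log2 fold change -0.05). Its members went both ways: HSPA1B was called higher (0.49), and at an unadjusted p under 0.05 there were 4 higher and 1 lower. This stress and slow cycling cannot be told apart, because the sorting gate and the group coincide and sorting times were not used here.

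The sum and the make-up of the FOS genes both differed, as computed after the values were seen. The summed CPM of FOS, FOSB, FOSL1 and FOSL2 was 827 ± 141 in SCC and 585 ± 13.8 in RCC (SD, n = 3), with no overlap between the groups. FOS and FOSB together made up 26.2% ± 1.84 (SD, n = 3) of that sum in SCC and 2.70% ± 0.13 (SD, n = 3) in RCC (exact permutation p 0.1, the smallest possible). FOSL1 and FOSL2 still supplied the larger part in all 6 libraries. No explanation of this share was tested.

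MKI67 and G2/M genes were not lower in SCC, although these cells were sorted as slow-cycling. Some other genes went in the direction of the sort, with limits. S-phase genes were lower by camera (adjusted p 2.7e-04), though not under fry (0.069) or with an estimated correlation (0.323). A split that mixes the groups gave them a smaller camera p (1.5e-05) than the real split (2.2e-04). CDKN1A was higher (log2 fold change 0.69). SKP2, chosen after its values were seen, was called lower by edgeR (log2 fold change -0.50, adjusted p 0.0051). It lost the threshold in 3 of 20 alternatives, among them the fits without RCC replicate 1 (adjusted p 0.064) and without RCC replicate 2 (0.056). CDKN1B and CDKN1C did not differ. Opposite changes of single genes that cancel were tested through the share of G2/M genes at an unadjusted p under 0.05, which was 14.8% (8 of 54), against 19.7% of all tested genes. With so few genes, cancelling changes and no change cannot be told apart. That dye retention reports past rather than present division stays open and untested.

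More genes were called without SCC replicate 1 (985) than with all 6 libraries (328). Its greater depth was argued against: thinning to the smallest library gave 305 calls. A GC trend in that library is a candidate explanation. The deviation of SCC replicate 1 from the other SCC libraries had a Spearman rho of 0.60 with GC content across genes, which are not independent replicates. SCC replicates 2 and 3 differed from each other with a rho of -0.24. With the GC offset 725 genes were called in all 6 libraries. Leaving out SCC replicate 2 also raised the count, to 846. With the GC offset on both sides, leaving out SCC replicate 2 raised the count 1.22 times and leaving out SCC replicate 1 raised it 1.39 times, to 1008, while leaving out SCC replicate 3 gave 0.66 times the count. The GC difference between SCC libraries may thus account for part of both rises, and what remains was not explained. What produced the GC trend was not tested, and no biological explanation was tested.

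SCC replicate 1 held a trace of leukocyte transcripts, first seen in CLC (77 counts), JAML (76) and CXCR4 (54), each at 0 to 3 counts in the other libraries. A list of 30 further leukocyte genes, of which 5 passed the expression filter in these cells, did not separate it. Its sum was 246 CPM in SCC replicate 1 and between 236 and 250 CPM in the other libraries, because LAPTM5, SRGN and 3 other genes that these cells express carried 97.6% of those counts in SCC replicate 1. The remaining 25 genes, each under 0.5 CPM on average in RCC, summed to 5.93 CPM in SCC replicate 1 (160 counts) and 0.67 to 1.17 CPM elsewhere. A candidate explanation is RNA of leukocytes in that library, in a very small amount. S100A9 (17 counts), LYZ (13) and ALOX15 (22) were present, while RNASE3 and S100A12 had 0. Whether it entered at the bench or in sequencing was not tested.

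XIST was chosen after its values were seen. It was higher in SCC, at 2.43 ± 0.38 CPM against 0.22 ± 0.22 in RCC (SD, n = 3), with a log2 fold change of 3.40 (edgeR adjusted p 0.0092, range over the alternatives 1.6e-13 to 0.268). Without RCC replicate 3 the adjusted p was 0.061. The size was unstable: the log2 fold change was 2.82 without RCC replicate 2 and 4.46 without RCC replicate 1. RCC replicates 1 to 3 held only 10, 0 and 4 counts. Leukocyte RNA was argued against as the cause, since XIST was at 2.66 CPM in SCC replicate 2 and 1.99 in SCC replicate 3, where leukocyte genes were not raised. With 42 to 71 counts per SCC library, a small subset of cells and a low level in all cells were not separated.

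FOXO-linked genes, among them TXNIP, were noticed among the higher calls. In a list of 16 other FOXO targets, none in the 12 lists, 13 were higher and 5 were called (camera p 1.5e-05, median log2 fold change 0.25, higher in 3 of 3 SCC libraries). This is consistent with FOXO activity as a hypothesis, though several of these genes answer to other factors too. CYP1B1, chosen after its values were seen, was at 20.6 ± 0.69 CPM in SCC and 4.45 ± 0.31 in RCC (SD, n = 3). Of 7 tested aryl hydrocarbon receptor targets, 6 were higher and 2, CYP1A1 and TIPARP, were called (camera p 0.0026, median 0.28). Receptor activity is a candidate explanation on few genes, and NQO1 did not follow (log2 fold change 0.02). With the GC offset the camera p were 1.0e-07 for the FOXO list and 0.0011 for the receptor list. Neither list was tested with an estimated correlation or on the other splits of the libraries. Whether retained dye itself acts on the receptor was not tested.

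The antisense transcript AC092053.3 was at 4.47% ± 0.69 of CSRNP1 counts in SCC and 2.70% ± 1.32 in RCC (SD, n = 3). If its counts were reads of CSRNP1, this percentage would not differ. The log2 ratio gave an exact permutation p of 0.2, with RCC replicate 3 (4.18%) within the SCC range, so the transcript and reads of CSRNP1 cannot be told apart at 10 to 20 counts per RCC library.

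Noncoding genes, here every gene of a biotype other than protein-coding, pseudogenes included, were 28 of the 60 lower calls (46.7%), against 19.6% of tested genes. A GC trend was argued against as the whole cause: with the GC offset the share was 31.2% and 55 noncoding genes were called lower. Lower RNA of this mixed class is a candidate explanation, but pseudogenes were not tested apart from genes of noncoding RNA. Relative to protein-coding genes of similar expression, the median level of noncoding genes was lower by 0.21 on the log2 scale in SCC than in RCC, with all 3 SCC libraries below all 3 RCC libraries (exact permutation p 0.1, the smallest possible). With the GC offset the matched difference was -0.17. Immature or nuclear RNA, which would be counted at such genes, was not tested.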
